A study of Mus musculus with 6 samples.

How the data were processed

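Stranded mRNA sequencing with 50 bp single-end reads was carried out on 6 libraries of cultured mouse cerebellar granule neurons, 3 with the empty vector and 3 with a Kdm6b hairpin, per the labels' protocols. The deposited values are whole-number counts of reads per gene, not normalized, in 1 table for the whole series. Per the submitters' processing notes, Trimmomatic, TopHat2, HTSeq, edgeR and DESeq2 were used with mouse build mm9. Their versions and settings, the gene annotation, the strand setting of the counting and the day of harvest are not given in the sources used here. The labels' growth protocol says that certain cultures received BDNF, and which ones is not given in the sources used here. Each column was matched to its sample by the sample's description. The labels number the replicates 1 to 3 in each arm and do not say that they came from separate cultures, so p-values measure the spread between these samples. All pairs of libraries within a group differed by far more than sampling noise (chi-square per degree of freedom from 182 to 405).

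The table holds 23366 genes, 19644 of them with a count above 0. Gene counts per library ranged from 50326298 to 88214069. The deposited tallies that name no gene were kept out of library sizes and tests: reads outside genes made up 12.1% to 15.0% of all counts, ambiguous reads 0.406% to 0.509% and reads not uniquely aligned 16.0% to 19.3%. The 10 highest genes took 5.39% to 12.6% of gene counts, the highest share being that of control replicate 3. Intervals on shares of genes are Wilson intervals at 95% and cover counting error only.

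The comparison was fitted with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr (minimum count 10, minimum total 15), which left 15731, libraries were scaled with TMM, and the quasi-likelihood F test was adjusted over all genes tested by the Benjamini-Hochberg method at 0.05. The design without a replicate term, the gene lists, the rule for named genes and the alternatives were fixed before the data were examined. A standard error is the absolute log2 fold change divided by the square root of F. CPM values are TMM-scaled. Gene lists with at least 5 tested members (28 of 29) were compared with other genes by camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01, adjusted over the lists. List names are those in the report and the lists were drawn up from general knowledge of cerebellar cell types and pathways.

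Pairing by replicate number was checked on the libraries' deviations from their group means. Those of the same number correlated across genes at 0.772, 0.709 and 0.701 for numbers 1, 2 and 3, and those of different numbers at −0.532 to −0.135, in part because deviations within a group sum to 0. The pairing comes from these data and not from the labels. The fit with the replicate number as a block is therefore printed where it changes a call. Across genes the log2 fold changes of both fits had a Spearman correlation of 0.989.

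Named genes were Kdm6b, the 8 highest and 8 lowest log2 fold changes among called genes with a mean of at least 5 CPM and non-overlapping groups, up to 3 called members per list or else the member with the smallest p, 11 genes chosen beforehand and the 3 genes with the smallest p that rose and that fell. The rule was applied to the fit without the block, as planned, and also to the fit with the block, which was chosen after the data were seen. Members named beyond the rule (Nhlh2, Cntn2, Nfia, Plxna2, Pdgfrb, Fn1, Acta2, C1qa, Ddit3, Hspa5, Hsp90b1, Bbc3, Plk3, Robo1, Kcnh7 and Car8) and those in the closing section were chosen after their values were seen. Some genes that the rule picks are not reported here.

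On simulated counts of 15731 genes the fit without the block recovered 0 of 67 genes changed by 1.5-fold, 2 of 67 by 2-fold and 29 of 66 by 4-fold and called 0 unchanged genes. With the block it recovered 24 of 67, 50 of 67 and 59 of 66 and called 12 unchanged genes. The list test recovered 4 of 4 shifted lists with 0 others, and the word test ranked first all 10 planted words. The absence of other list calls did not carry over to these data. There every other split of the 6 libraries into 3 and 3 called 7 to 11 lists without the block.

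The alternatives were RLE and upper-quartile factors, library totals alone, no filter, a filter at a mean of 5 CPM, DESeq2 1.42.0, limma-voom, the replicate block, leaving out each library, and an estimated correlation for lists. After the data were seen the same choices were repeated with the block (leaving out each pair), and a fit limited to genes whose 3′ UTR was searched and lacks the word ACAAGTG was added. 3′ UTR words of 7 bases present in at least 50 genes were tested in the longest annotated 3′ UTR of each gene in GENCODE M21 (build GRCm38), which covered 93.5% of genes tested. Only names were matched between this annotation and the counts, and its coordinates are given for the hairpin match alone. Words and figures were computed with Python 3.11.15, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Overlapping genes were taken from the same annotation.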

Results

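RNA was sequenced from cultured cerebellar granule neurons of postnatal day 7 C57BL/6 mice. These small glutamatergic neurons are born after birth in the cerebellar cortex and mature in the culture dish. Cultures received lentivirus on day 1 in vitro, either the empty pLKO.1 vector (control, n = 3) or the same vector with a short hairpin RNA against Kdm6b (knockdown, n = 3). Kdm6b encodes a demethylase of lysine 27 on histone H3. Gene counts summed to 72150433, 50326298 and 56488433 in control replicates 1 to 3 and to 88214069, 53776650 and 64514879 in knockdown replicates 1 to 3. The design makes 1 comparison, which asks what the transcriptome of these neurons looks like when Kdm6b is lowered.

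Kdm6b was lower in the knockdown in each of the 3 replicate pairs, at 257, 146 and 170 CPM (counts scaled to TMM library size) in the controls and 88.8, 63.3 and 79.8 CPM in the knockdowns. The means were 191 ± 58.5 CPM (SD, n = 3) and 77.3 ± 13.0 CPM (SD, n = 3), and the highest knockdown value lay below the lowest control value. The 1 hairpin strand given in the labels has 21 bases, although their protocol speaks of several shRNAs. Its first 18 bases, GTTCGTTACAAGTGAGAA, match the Kdm6b coding sequence in exon 22 of 23, on the minus strand of chromosome 11 from 69400073 to 69400090 in build GRCm38, and the last 3 bases do not continue the match. The paralogous demethylase Kdm6a (65.5 ± 11.5 and 69.3 ± 14.6 CPM, SD, n = 3) and the H3K27 methyltransferases Ezh1 (log2 fold change 0.02, SE 0.09) and Ezh2 (0.00, SE 0.09) did not pass the test. The fitted log2 fold change of Kdm6b was −1.31 (SE 0.25) without the replicate number in the model (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.216) and −1.28 (SE 0.11) with the replicate number as a block (edgeR adjusted p = 0.0282). DESeq2 without the block called Kdm6b (log2 fold change −1.32, DESeq2 adjusted p = 0.000242). An exact two-sided permutation test of 3 against 3 libraries cannot give a p below 0.1. The Kdm6b call with the block was lost without replicate 1 (log2 fold change −1.15, edgeR adjusted p = 0.0933) and without replicate 2 (−1.33, edgeR adjusted p = 0.0515), and an antisense gene, Kdm6bos, overlaps its exons.

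**Figure D1:**
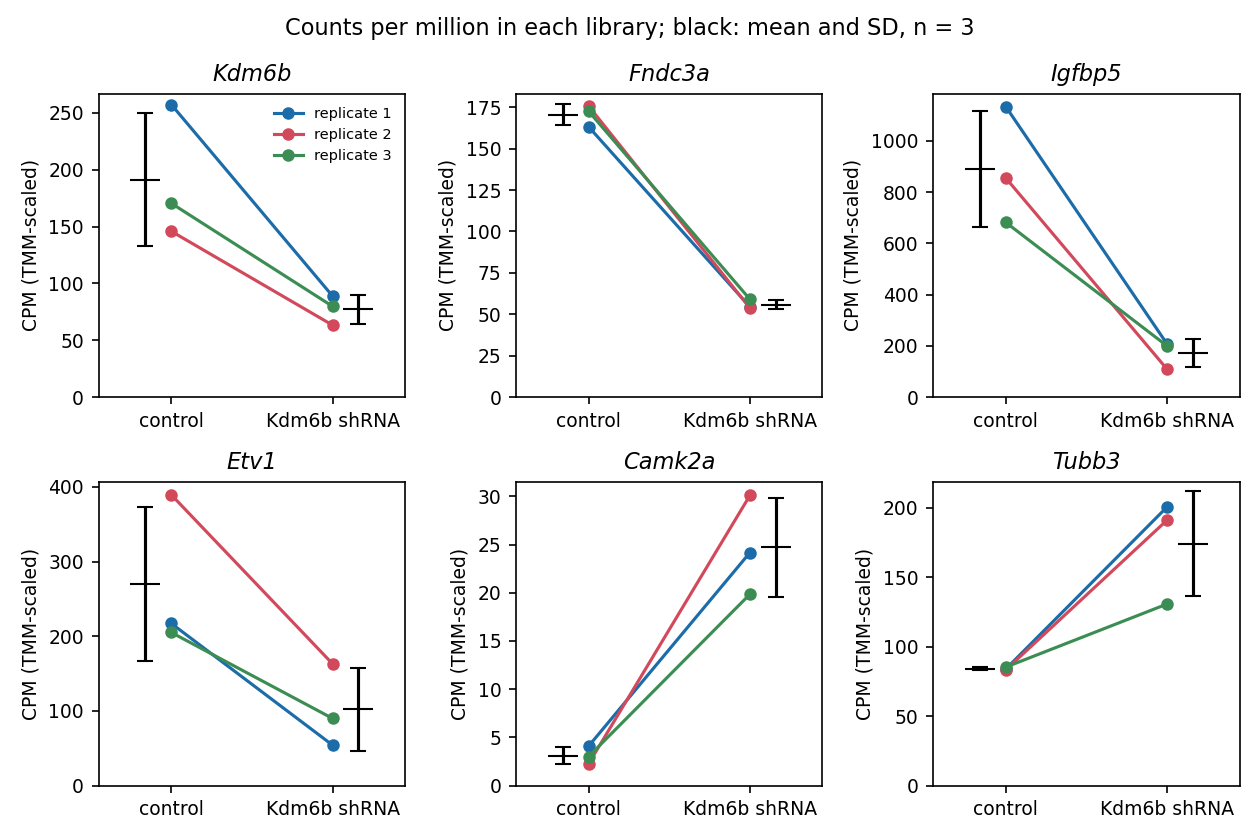
CPM (TMM-scaled counts, linear axes from 0) of 6 named genes in each library, with a line joining the control and knockdown library of the same replicate number and the mean and SD (n = 3) in black. Kdm6b, Fndc3a, Igfbp5 and Etv1 were lower and Camk2a and Tubb3 higher in the knockdown in all 3 pairs.

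Across all genes the sharpest difference was in Fndc3a, a fibronectin type III domain protein, at 171 ± 6.51 CPM (SD, n = 3) in controls and 55.8 ± 2.87 CPM (SD, n = 3) in knockdowns. Fndc3a was the 1 gene of 15731 tested that changed without the block (log2 fold change −1.61, SE 0.10, edgeR adjusted p = 0.0348). It was called in no fit that left out 1 library (log2 fold change −1.65 to −1.59) and not with library totals alone (−1.54, edgeR adjusted p = 0.0887). Without the block 1661 genes passed an unadjusted p of 0.05, 748 higher and 913 lower, limma-voom called 1 gene and DESeq2 called 567. Libraries of the same replicate number deviated together from their group means, so the fit with the block is given beside it. With the block 1256 genes changed, 406 higher and 850 lower, and 873 of them by at least 1.5-fold. All 1256 had the same sign in all 3 pairs. A call on differences within pairs itself favours this, so that count is not separate evidence. Of the 1256 genes 689 had knockdown values that did not overlap the controls. Among all genes tested 2620 (16.7%) had non-overlapping groups. Chance gives 10% only if the 6 libraries are exchangeable, which their shared deviations by replicate number leave in doubt. The direction of the calls turned with library totals alone, where the block called 723 genes higher and 553 lower. The excess of lower genes held with RLE factors (370 higher, 972 lower) and with upper-quartile factors (448 higher, 902 lower). The count with the block was 0 without replicate 1, 53 without replicate 2 and 1272 without replicate 3. Each change named from here on is from the fit with the block (edgeR adjusted p from 0.0282 to 0.04999 among the named genes), and without the block the 62 named genes other than Fndc3a had edgeR adjusted p from 0.0794 to 0.925.

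**Figure D2:**
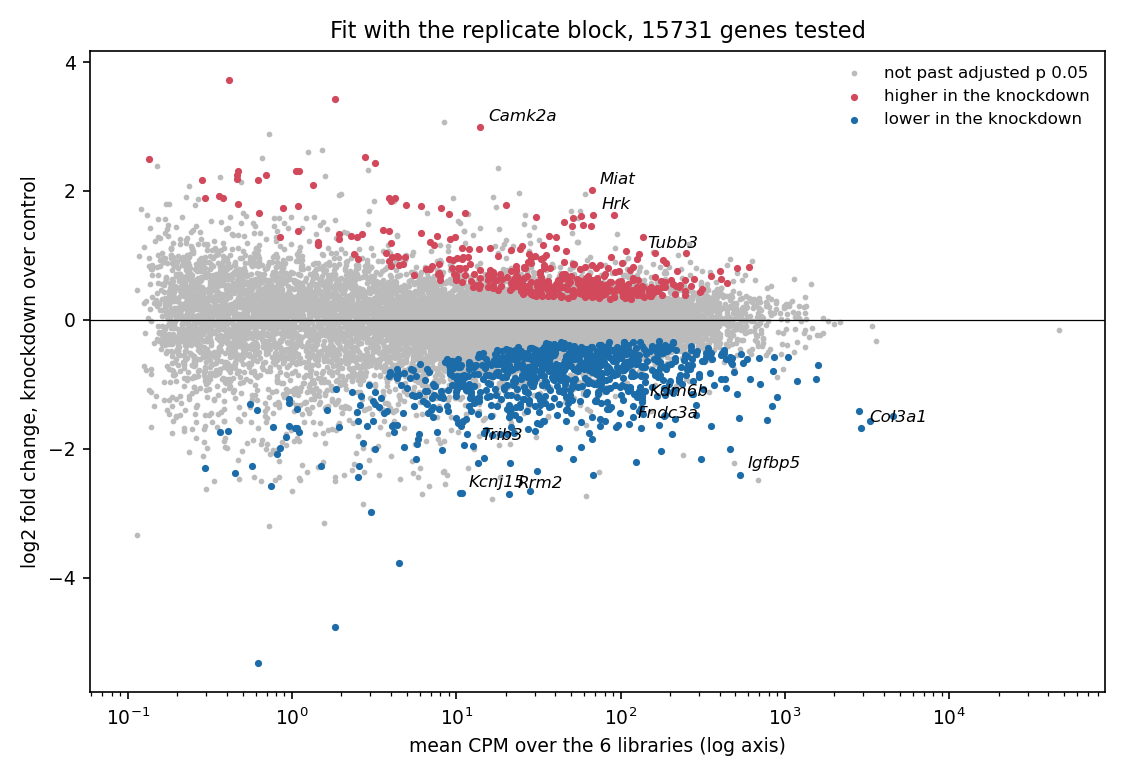
Log2 fold change of the knockdown over the control in the fit with the replicate block against the mean CPM over the 6 libraries (log axis), 1 point per gene tested. Red and blue points are the 406 higher and 850 lower genes past an adjusted p of 0.05, with 11 of the named genes labelled.

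Among genes with a mean of at least 5 CPM and non-overlapping groups the highest rise was that of Camk2a, the alpha subunit of calcium/calmodulin-dependent kinase II. It rose from 3.12 ± 0.919 to 24.7 ± 5.14 CPM (SD, n = 3; log2 fold change 2.99, SE 0.27). The long noncoding RNA Miat rose by 2.02 (SE 0.23) on the log2 scale; several small gene models lie within its exons. The proprotein convertase Pcsk5 (1.78, SE 0.29), the cell adhesion gene Crtam (1.74, SE 0.29), the RNA-binding protein Celf6 (1.66, SE 0.22) and Ankrd45 (1.65, SE 0.13) also rose. Smaller standard errors accompanied the rises of Ttll1, a tubulin polyglutamylase subunit (1.12, SE 0.08), Ctxn1 (1.28, SE 0.12) and Bbs1, a component of the BBSome (0.89, SE 0.07). By the same measure the genes that fell furthest were Rrm2, a subunit of ribonucleotide reductase (−2.70, SE 0.30), the potassium channel Kcnj15 (−2.68, SE 0.41), Tmem91 (−2.68, SE 0.31) and the synaptic vesicle protein Sv2c (−2.65, SE 0.14). The basement membrane gene Nid2 (−2.41, SE 0.22), the insulin-like growth factor binding protein Igfbp5 (−2.40, SE 0.25), the protocadherin Pcdh19 (−2.34, SE 0.12) and Sspn (−2.22, SE 0.17) fell as well. Igfbp5 went from 890 ± 228 to 172 ± 54.7 CPM (SD, n = 3). Snap29, a SNARE protein (−1.53, SE 0.08), Desi2 (−1.26, SE 0.08) and Ero1l, an oxidoreductase of the endoplasmic reticulum (−1.41, SE 0.07), were among those with the smallest p. Exons of Tmem91, Nid2, Snap29, Fndc3a, Sspn, Pcdh19 and Kcnj15, and of Atf5, Mfap4, Plxna4, Rab3a, Cacng2, Kcnq5, Ezh2, Bdnf, Gli1 and Grin2c, overlap genes on the opposite strand, and those of Col3a1, Pcp4 and Hoxa2 overlap genes on the same strand. The strand setting of the counting is not given in the sources used here, so the levels of these genes are uncertain.

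Genes of newborn granule neurons were split. Of 21 tested members 4 rose and 3 fell over all genes, against 9 and 4 adjusted over the list alone. The transcription factor gene Barhl1 rose from 46.3 ± 28.5 to 137 ± 84.4 CPM (SD, n = 3; log2 fold change 1.63, SE 0.23). The neuronal tubulins Tubb3 (84.2 ± 1.03 to 174 ± 37.9 CPM, SD, n = 3; 1.02, SE 0.15) and Tubb2b (0.75, SE 0.14) and the transcription factor gene Nhlh2 also rose, while Cntn2, Nfia and Plxna2 fell. The list as a whole stood higher than other genes without the block (camera adjusted p = 0.0318) but not with it (camera adjusted p = 0.0642). With an estimated correlation its camera adjusted p was 0.873 without and 0.964 with the block. The call was also lost without control replicate 2 (mean log2 fold change 0.22, camera adjusted p = 0.148) and without knockdown replicate 1 (0.03, camera adjusted p = 0.318). With the block it was gained with library totals alone (camera adjusted p = 0.0436), no filter (0.0422), limma-voom (0.0363), without replicate 2 (0.0442) or replicate 3 (0.00604), and among the 13003 searched genes without the word described below (0.0333). Adjusted over the list alone without the block, 2 members were higher and 1 lower.

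Of 24 markers of mature granule neurons 3 fell and 0 rose over all genes, and 10 fell and 2 rose adjusted over the list alone. The 3 were Etv1, an activity-regulated transcription factor gene (271 ± 103 to 102 ± 55.4 CPM, SD, n = 3; −1.48, SE 0.18), the secreted factor Wnt7a (−1.28, SE 0.12) and the glutamate receptor Grm4 (−0.46, SE 0.07). Gabrd, the delta subunit of GABA-A receptors (log2 fold change −1.63, SE 0.34), Grin2c (−1.04, SE 0.29), Cbln3 (−0.41, SE 0.09) and Gabra6 (−0.09, SE 0.08) did not pass the test over all genes. The list was not called on all 6 libraries (camera adjusted p = 0.174 without and 0.287 with the block). Without the block it was called lower when control replicate 3 (mean log2 fold change −0.39, camera adjusted p = 0.00649), knockdown replicate 1 (−0.31, 0.0332) or knockdown replicate 2 (−0.37, 0.00383) was left out. Of 19 granule precursor and Sonic hedgehog genes 2 rose and 1 fell, against 4 and 3 adjusted over the list alone (camera adjusted p = 0.733 and 0.754). The proto-oncogene Mycn rose from 27.7 ± 12.1 to 73.9 ± 20.2 CPM (SD, n = 3; 1.46, SE 0.22) and Mfap4 fell (−1.65, SE 0.14). Gli1, a target of Sonic hedgehog signalling, was at 0.398 ± 0.278 and 0.314 ± 0.214 CPM (SD, n = 3). The precursor gene Atoh1 was too low to test, at 18, 1 and 3 counts in controls and 76, 5 and 7 counts in knockdowns.

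Genes of pericytes and fibroblasts, cells that make collagen and other matrix and are not the neurons of the culture, were lower. Of 16 tested members 10 fell and 0 rose, and 12 fell adjusted over the list alone. The fibrillar collagen Col3a1 fell from 4411 ± 177 to 1409 ± 365 CPM (SD, n = 3; −1.68, SE 0.17) and Col1a2 fell by 1.57 (SE 0.22) on the log2 scale. Pdgfrb (−1.34, SE 0.08), the fibronectin gene Fn1 (−1.41, SE 0.14), Cspg4 (−1.59, SE 0.29) and the smooth muscle actin Acta2 (−1.01, SE 0.15) fell too. The list median was −1.15 (camera adjusted p = 2.37e-05 without and 8.66e-06 with the block). The camera adjusted p with an estimated correlation was 0.873 and 0.927. Adjusted over the list alone without the block 2 members were lower.

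Markers of other glia and of vessels were tested list by list against other genes, and the types were not tested against one another. Of 16 oligodendrocyte lineage genes 3 fell (6 adjusted over the list alone), among them Cspg4 and Ugt8a, an enzyme of myelin lipid synthesis (21.6 ± 17.02 to 10.7 ± 8.63 CPM, SD, n = 3). The list was called with the block (camera adjusted p = 0.000344) and not without it (camera adjusted p = 0.238), except when control replicate 2 (0.00431) or knockdown replicate 3 (0.0310) was left out, and with an estimated correlation its camera adjusted p was 0.927 with the block. Of 16 microglia genes 1 fell (1 adjusted over the list alone), Tmem119 (−1.41, SE 0.14). Tmem119 did not follow the other members, since in replicate 2, where C1qa was lowest, it was at 42.7 and 13.8 CPM in control and knockdown. The list's median log2 difference was −3.90, −0.33 and −0.23 in pairs 1 to 3, with the complement gene C1qa at 23.4, 0.120 and 8.06 CPM in controls and 0.660, 0.0560 and 4.68 CPM in knockdowns. The microglia list was called with the block (camera adjusted p = 0.0154), not without it (camera adjusted p = 0.0508) except under upper-quartile factors (0.0406), library totals alone (0.00829), no filter (0.0402) or without control replicate 2 (1.44e-07) or knockdown replicate 3 (0.00567), and not with the block when replicate 1 was left out (camera adjusted p = 0.0732). Its camera adjusted p with an estimated correlation was 0.964 with the block. Of 18 astrocyte and Bergmann glia genes 1 fell (2 adjusted over the list alone), the gap junction gene Gja1 (−1.76, SE 0.30), with camera adjusted p = 0.174 without and 0.0642 with the block. The astrocyte list was called lower without knockdown replicate 3 (camera adjusted p = 0.000118) and, with the block, without replicate 3 (0.000677), with library totals alone (0.0420) and with no filter (0.0422). None of 14 endothelial genes passed the edgeR test over all genes or adjusted over the list alone, the smallest p being that of Esam (log2 fold change −1.04, SE 0.22), with camera adjusted p = 0.528 and 0.667.

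**Figure D3:**
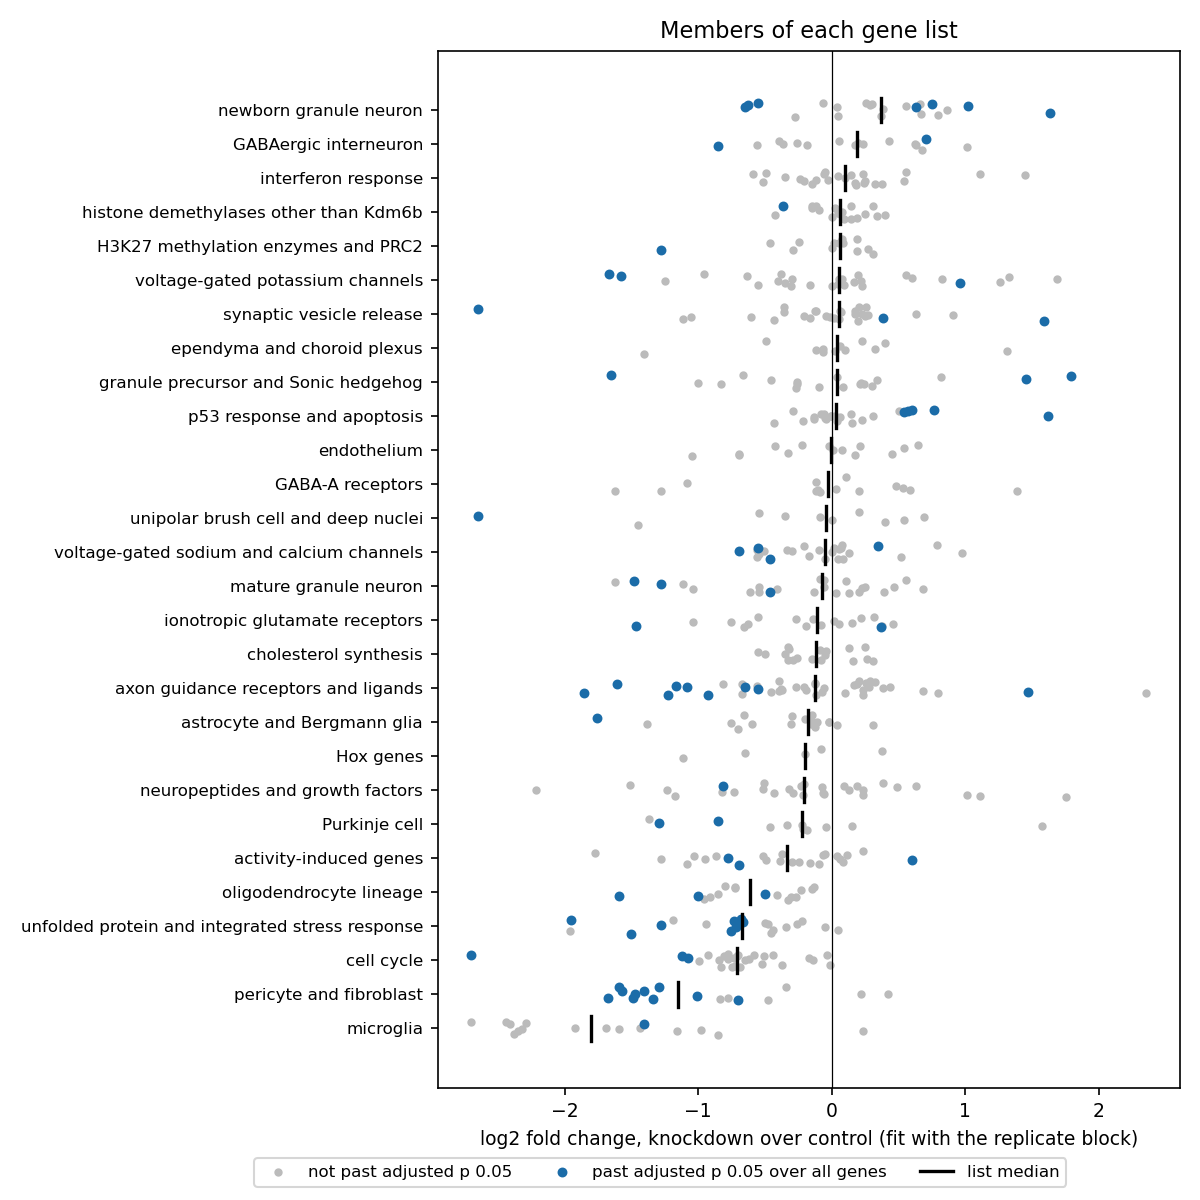
Log2 fold change (knockdown over control, fit with the replicate block) of each member of the 28 gene lists with at least 5 tested members, with list medians as black bars. Blue points passed an adjusted p of 0.05 over all genes; the pericyte and fibroblast median lay at −1.15 and the newborn granule neuron median at 0.37.

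Of 20 genes of the unfolded protein and integrated stress responses 8 fell and 0 rose with the block and 0 passed without it, and 15 fell adjusted over the list alone (5 without the block). The pseudokinase Trib3 fell from 20.0 ± 4.72 to 5.17 ± 1.46 CPM (SD, n = 3; −1.95, SE 0.29), and the transcription factor genes Atf5 (178 ± 55.6 to 61.3 ± 11.5 CPM, SD, n = 3) and Ddit3 (−0.74) fell with it. The serine synthesis enzyme Psat1 fell (−1.28, SE 0.24), as did the endoplasmic reticulum chaperones Hspa5 (−0.68) and Hsp90b1 (−0.66). The list gave a camera adjusted p of 3.94e-08 without and 2.34e-06 with the block. With an estimated correlation the camera adjusted p was 0.873 and 0.927. Cell cycle genes had a median log2 fold change of −0.71, with medians of −1.18, −0.87 and −0.05 in pairs 1 to 3, and 3 of 27 fell over all genes and adjusted over the list alone. These were Rrm2, the proliferation marker Mki67 (80.1 ± 55.7 to 44.1 ± 42.9 CPM, SD, n = 3; −1.12, SE 0.20) and the replication helicase gene Mcm5 (−1.08, SE 0.20). The cell cycle list was called without the block (camera adjusted p = 0.00825) and with it (camera adjusted p = 8.66e-06), with camera adjusted p = 0.873 and 0.964 with an estimated correlation. Without the block the mean was −0.51, and the cell cycle call was lost without control replicate 2 (mean −0.37, camera adjusted p = 0.0799), control replicate 3 (−0.27, 0.149) or knockdown replicate 1 (−0.13, 0.683). In the p53 response and apoptosis list 5 of 24 rose (5 higher and 1 lower adjusted over the list alone), led by the BH3-only gene Hrk (34.8 ± 13.98 to 101 ± 13.9 CPM, SD, n = 3; 1.62, SE 0.23). Pmaip1 (0.77, SE 0.12), the antiproliferative gene Btg2 (0.60, SE 0.08), Bbc3 and Plk3 made up the rest, and the list was not called on all 6 libraries (camera adjusted p = 0.240 without and 0.287 with the block). Without the block the p53 list was called higher when control replicate 2 (mean 0.29, camera adjusted p = 0.0187) or knockdown replicate 1 (0.30, 0.00625) was left out.

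Among activity-induced genes 1 of 24 rose, Btg2, and 2 fell, the AP-1 subunit Fosl2 (91.9 ± 8.30 to 53.7 ± 7.45 CPM, SD, n = 3; −0.78, SE 0.14) and the activin subunit Inhba (−0.70, SE 0.13). Adjusted over the list alone 1 was higher and 7 were lower (1 lower without the block). Bdnf had a log2 fold change of −0.52 (SE 0.14) and did not pass. The list was called lower without the block (camera adjusted p = 0.0102) and not with it (camera adjusted p = 0.0512). With an estimated correlation its camera adjusted p was 0.873 without and 0.927 with the block. With the block it was called with upper-quartile factors (camera adjusted p = 0.0456), library totals alone (0.0153), no filter (0.0283), limma-voom (0.0363) and without replicate 1 (0.00923), and not with RLE factors (0.0582), the stricter filter (0.101) or without replicate 2 (0.0993) or replicate 3 (0.0515). Without the block the list's mean log2 fold change was −0.44. That call was lost without control replicate 2 (mean −0.25, camera adjusted p = 0.0794) or knockdown replicate 3 (mean −0.38, camera adjusted p = 0.143). Among 41 axon guidance receptors and ligands 1 rose and 8 fell, against 6 and 11 adjusted over the list alone (camera adjusted p = 0.238 and 0.159). The ephrin Efnb3 rose (1.47, SE 0.26), while the ligand Slit2 (−1.85, SE 0.30), the plexin Plxna4 (−1.61, SE 0.10) and the receptor Robo1 (−1.08) fell. Unc5d had the largest fold in the list (log2 fold change 2.36, SE 0.47) and did not pass the test.

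Synaptic and channel genes moved one by one. Of 29 genes of synaptic vesicle release the syntaxin Stx1a (27.1 ± 12.5 to 75.9 ± 17.6 CPM, SD, n = 3; 1.59, SE 0.31) and Rab3a (0.38, SE 0.07) rose and Sv2c fell; adjusted over the list alone 2 were higher and 3 lower. Of 18 ionotropic glutamate receptor genes Grik5 rose (0.37, SE 0.07) and Grin3a fell (−1.47, SE 0.19), the same count as adjusted over the list alone. Of 28 potassium channel genes Kcnq5 rose (0.96, SE 0.19) and Kcnq3 (−1.58, SE 0.11) and Kcnh7 fell (1 higher and 3 lower adjusted over the list alone). Of 25 sodium and calcium channel genes 1 rose and 3 fell (2 and 5 adjusted over the list alone), with Scn3b (−0.69, SE 0.08), Cacng2 (−0.56, SE 0.09) and Cacna1b (−0.46, SE 0.08) lower and Scn3a (0.98, SE 0.25) not called. In the neuropeptide and growth factor list 1 of 29 fell, the pentraxin Nptx1 (−0.82, SE 0.16), against 4 adjusted over the list alone, and Pdyn was at 1.04 and 0.361 CPM. None of 14 GABA-A receptor genes passed over all genes or adjusted over the list alone. For these 6 lists camera adjusted p was 0.858, 0.733, 0.858, 0.512, 0.189 and 0.969 without the block and 0.904, 0.667, 0.819, 0.380, 0.377 and 0.871 with it. In the fit with the block the median and mean log2 fold change differed in sign for the vesicle list (0.05 and −0.06, camera direction up) and the potassium channel list (0.05 and −0.01, camera direction down).

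Of the remaining lists none was called on all 6 libraries. In the H3K27 methylation list (14 tested) Kdm6b alone fell over all genes, with 1 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.993 without and 0.962 with the block; median 0.06, mean −0.07, camera direction up). Of 20 other histone demethylases Phf8 fell (−0.36, SE 0.07), and 0 passed adjusted over the list alone (camera adjusted p = 0.858 and 0.507). Of 11 Purkinje cell genes Gad1 (−0.85, SE 0.15) and Car8 fell, 3 adjusted over the list alone, and Pcp4 was at 33.4 ± 25.1 and 76.5 ± 17.7 CPM (SD, n = 3) and not called (camera adjusted p = 0.390 and 0.129). Of 16 GABAergic interneuron genes Lhx1 rose (0.71, SE 0.10) and Gad1 fell, 2 and 2 adjusted over the list alone (camera adjusted p = 0.830 and 0.754). In the unipolar brush cell and deep nuclei list (10 tested) Sv2c fell, 3 were higher and 3 lower adjusted over the list alone (camera adjusted p = 0.611 and 0.754). No member passed edgeR's test over all genes or adjusted over the list alone among 25 interferon response genes, 18 cholesterol synthesis genes (smallest p Nsdhl, −0.55, SE 0.12), 12 ependyma and choroid plexus genes (Kl, 1.31, SE 0.30) and 5 Hox genes (Hoxa2, −1.11, SE 0.60). Camera adjusted p for these 4 was 0.811, 0.240, 0.830 and 0.613 without the block and 0.667, 0.380, 0.667 and 0.507 with it. Leaving out 1 library or pair gave calls for the interferon list without control replicate 2 (higher, camera adjusted p = 0.0195) and control replicate 3 (lower, 0.00818), for the cholesterol list without knockdown replicate 1 (lower, 0.00361; with the block without replicate 1, 0.00336) and for the ependyma list without control replicate 1 (higher, 0.0346). Of the erythroid blood genes 1 was tested, Slc4a1, at 0.458 and 0.640 CPM. In all, 5 lists were called without and 5 with the block, and 0 with an estimated correlation in either fit. The same test called 7 to 11 lists in each of the other 9 splits of the 6 libraries into 3 and 3, and 8 to 12 with the block in the 3 of them that part all pairs.

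Genes that carried part of the hairpin strand in the 3′ UTR were lower in the knockdown. The 7-base word ACAAGTG, bases 8 to 14 of the hairpin strand, had the lowest z of 16228 words (−15.4) when the fold changes of 14709 genes with an annotated 3′ UTR were ranked after regression on UTR length, GC content and expression. It was also the lowest word in each pair taken alone (z −15.6, −11.8 and −15.3). The word lay in the 3′ UTR of 258 of the 838 searched genes that fell (30.8%, 95% Wilson interval 27.8 to 34.0), of 19 of the 394 that rose (4.82%, 3.11 to 7.41) and of 10.6% of those not called. Named genes with the word that fell were Fndc3a, Snap29, Desi2, Ero1l, Igfbp5, Nid2, Pcdh19, Sspn, Rrm2, Slit2, Plxna4, Atf5, Kcnq3, Kcnh7, Gad1, Cacng2, Scn3b, the newborn granule neuron genes Cntn2 and Plxna2 and the fibroblast gene Fn1. Scn3a also had it and was not called. Etv1, Wnt7a, Sv2c, Col3a1, Trib3, Mki67 and the named genes that rose had no such word, apart from Miat, which was not searched. Of the 13003 searched genes without the word 955 were called in the fit over all genes (375 higher, 580 lower). Adjusted among these 13003 alone, which leaves out the 1706 genes with the word and the 1022 not searched, 708 changed, 252 higher and 456 lower.

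**Figure D4:**
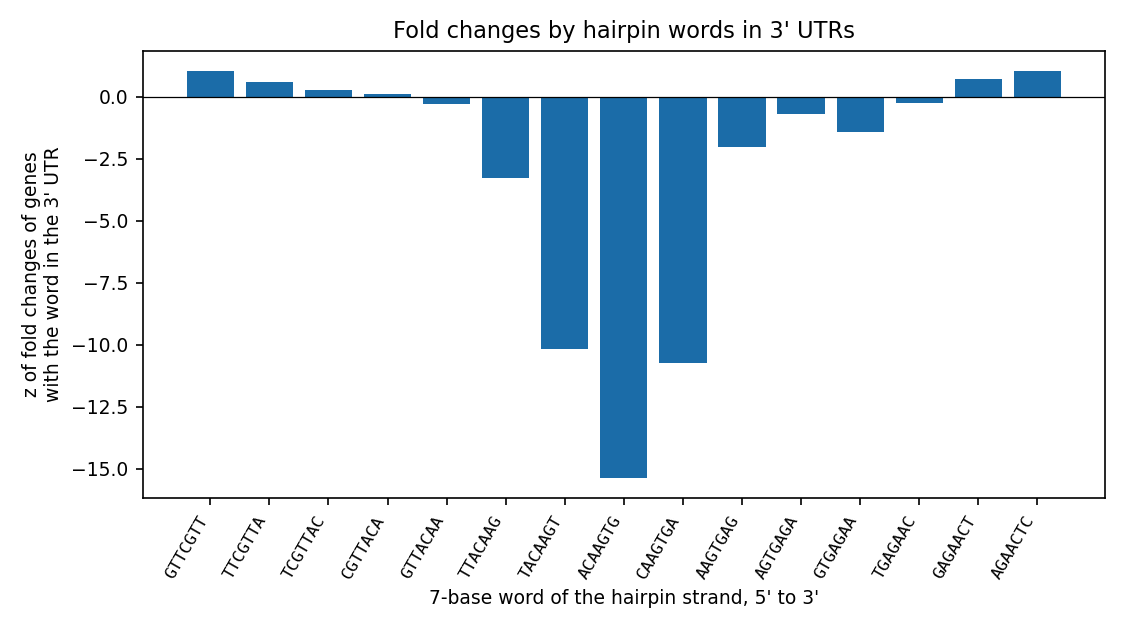
z of the ranked fold changes (fit with the replicate block, after regression on 3′ UTR length, GC content and expression) of genes with each 7-base word of the Kdm6b hairpin strand in the 3′ UTR, in order along the strand. The bar of ACAAGTG reaches −15.4 and those of CAAGTGA and TACAAGT −10.7 and −10.1.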

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

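The alternatives without the block were fixed in advance, and those with the block and without the hairpin word were chosen after the result was seen. Without the block the gene count was 0 with library totals alone (0 lower and 0 by at least 1.5-fold) and 0 without any 1 library (lowest 0, highest 0). DESeq2 called 567 genes, 177 higher and 390 lower, 417 of them by at least 1.5-fold, with Kdm6b called at −1.32 (DESeq2 adjusted p = 0.000242). The replicate block called 1256, 406 higher and 850 lower, 873 by at least 1.5-fold, with Kdm6b at −1.28. With an estimated correlation 0 lists were called in either fit.

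With the block, library totals alone called 723 genes higher and 553 lower and 8 lists, and no filter on low counts also called 8 lists. DESeq2 with the block called 3440 genes, 1175 higher and 2265 lower, 1814 by at least 1.5-fold. Without replicate 1 the block called 0 genes (0 higher, 0 lower, 0 by at least 1.5-fold) with Kdm6b at −1.15. Without replicate 2 it called 53, 13 higher and 40 lower, 53 by at least 1.5-fold, with Kdm6b at −1.33, and without replicate 3 it called 1272, 225 higher and 1047 lower. The 13003 genes searched and without the word ACAAGTG, adjusted alone, gave 708 calls, 252 higher and 456 lower, 528 by at least 1.5-fold.

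The interferon response list, not called on all 6 libraries, had a mean log2 fold change of −0.25 without control replicate 3 and 0.26 without control replicate 2, and was called in opposite directions. The cause was not tested.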

Other observations

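The gene families in this part and every test except that of the hairpin seed and the split counts of lists were chosen after the result was seen. Then 3 tests were altered: the seed test was extended to other guide ends, the test of flanking bases replaced one on held-out genes that could not have failed, and the comparison of cell types, first made with astrocytes alone and under several rules, was widened to 8 lists whose values were known. Of the matrix and adhesion families collagens and integrins were lower in the knockdown: 12 of 43 collagen genes, which include Col1a1, Col1a2, Col3a1 and Col6a1 of the marker list, and 5 of 26 integrin genes fell with the replicate block, with median log2 fold changes of −0.51 and −0.54 (camera adjusted p = 7.37e-05 and 0.00414, and 0.474 for both with an estimated correlation). Laminins (1 of 11 fell, median −0.22, camera adjusted p = 0.238) and protocadherins (4 of 69 fell, median 0.08, camera adjusted p = 0.160) were not called. Of 77 cytosolic ribosomal protein genes 73 had a negative fold change and 5 fell, with a median of −0.24 (camera adjusted p = 8.0e-10, and 0.474 with an estimated correlation). Of 61 genes of mitochondrial ATP synthase and NADH dehydrogenase 0 rose and 0 fell, with a median of 0.15 (camera adjusted p = 0.000200, and 0.474 with an estimated correlation). Of 12 tubulin genes 3 rose (camera adjusted p = 0.160), while proteasome genes had a median of 0.08 with 1 of 39 lower (camera direction up, adjusted p = 0.135).

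The replicate numbers differed among themselves in the levels of cell type markers and cell cycle genes. Whether their mix of cell types differed was not tested. The median range over the 3 numbers was 5.03 on the log2 scale for microglia genes, 3.90 for oligodendrocyte genes and 2.34 for cell cycle genes, against 0.48 for all genes tested. The Y-linked genes Uty, Kdm5d, Ddx3y and Eif2s3y had 0 counts in both libraries of replicate 2 and from 630 to 2684 counts in the other 4 libraries. Both libraries of replicate 2 thus came from a source of cells unlike that of the others, which goes with pairing by number. These counts do not part replicate 1 from replicate 3.

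More genes were lower than higher with the block, and of the scalings between libraries only library totals alone could account for that balance. Over 4 scalings the lowest share of lower genes among those called was 43.3%, with library totals alone. The share was 67.7% with TMM, 72.4% with RLE and 66.8% with upper-quartile factors, so only library totals turned the balance. Pairing through the seed of a guide that ends at bases 18 to 21 does not account for it: the seed site GAGAACT, read from the strand end given in the labels, had a percentile of 85.3 among all 7-base words. For a guide that ends at base 18, the last that matches Kdm6b, the site AGTGAGA had a percentile of 37.7, and ends at bases 20 and 19 gave 54.0 and 15.7. Ends at bases 17 (AAGTGAG, percentile 5.57, z −2.04), 16 (CAAGTGA, percentile 0.00616), 15 (ACAAGTG, percentile 0) and 14 (TACAAGT, percentile 0.0123) stay open. Of the called genes with the word ACAAGTG 258 were lower and 19 higher. Of the called genes searched and without the word 580 were lower and 375 higher. Genes with the word thus made up part of the excess of lower genes, and an excess remained without them.

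Genes with the word ACAAGTG in the 3′ UTR may be lower because the complement of the listed hairpin strand, taken as the guide, pairs with them, by its seed only if it ends at base 17 or earlier (percentile 0.00616 at base 16), or else by another part. UTR length or GC content does not account for it, since z after regression on them was −15.4. Flanking bases were compared among genes with 1 site. Those with the hairpin's base T before the word did not lie below those with A (difference 0.0188, 95% interval −0.06 to 0.10). Those with its base A after the word lay below those with T (−0.12, −0.19 to −0.04). The seed sites for ends at bases 15 and 16 leave out the base before the word, so its result does not count against them. The result after the word went in the direction of pairing, but the flanking bases alone left pairing undecided. The labels' protocol speaks of several shRNAs but lists only 1 sequence, so it is uncertain that all knockdown libraries carried the listed strand. An effect of lower Kdm6b on the same genes was therefore not separated from pairing.

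The pericyte and fibroblast markers could be lower because those cells were fewer, but a loss of all non-granule cells alike does not account for it, since in 5 of 8 lists of other types most members of at least 5 CPM had a 95% interval above the pericyte and fibroblast median (10 of 11 for interneurons). By each of 3 summaries the markers lay below Purkinje cell and ependyma genes by more than 2 SD over the pairs, and below interneuron genes by 2 (median fold change −1.24, SD 0.44) but not by median level (−1.22, SD 0.62). A joint loss with some types stays open, as 0 of 8 microglia and 7 of 14 oligodendrocyte genes lay above the pericyte and fibroblast median. Astrocyte genes were mixed. By median level the difference from them was 0.06 (SD 0.38). By median fold change it was −1.02 (SD 0.24) and by mean fold change −0.55 (SD 0.27), both beyond 2 SD, and 12 of 17 astrocyte genes lay above that median. A uniform loss of these cells alone is open too. Of the 11 members of at least 50 CPM, 4 had a 95% interval that excluded the weighted mean of the rest. Of these 11, 0 lay above 0, but a member also made by other cells would fall less. The hairpin word does not account for it, since members without the word had a median of −1.15.

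The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. Without the block 1 split, the real one, called a gene (1 gene, highest other 0), and with the block 1 of 4 splits called genes (1256, highest other 0). For lists the real split stood lowest: 10 of 10 splits called as many as its 5 without the block (highest other 11), and 4 of 4 with the block (highest other 12). A split that set control replicate 1 with knockdown replicates 1 and 2 gave 3782 genes at an unadjusted p under 0.05, against 1661 for the real split. That split kept both replicate 1 libraries on one side. The 3 other splits that part all pairs, as the real one does, gave 37, 21 and 40 such genes. They still called 11, 9 and 7 lists without the block, so the list calls may reflect the structure of the samples as much as the knockdown.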
